A study of Drosophila melanogaster with 21 samples.

How the data were processed

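RNA was measured in 21 libraries from Drosophila melanogaster S2 cells, a cultured embryonic fly line, in 7 groups of 3 libraries. Per the labels' protocols, each cell line carried a copper-inducible gene integrated into its genome, was exposed to 500 µM copper sulfate for 53 h, and gave polyA-selected RNA for Illumina libraries. The groups came from the labels, which give each library a construct name and a replicate number. No library lacked a group, and 0 files held the same values as another.

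The deposited files are transcript abundance tables, 1 per library, each with 30594 transcripts. Per the file headers, each transcript has a length, an effective length, an estimated count and a TPM, an abundance scaled to a fixed total per library. The authors' estimated counts are expected counts, not whole numbers, are not scaled between libraries, and sum to between 17667236 and 38553848 per library. The authors' TPM values divide those counts by the effective length before that scaling. CPM below are counts over the library total after TMM scaling, on the same scale as TPM but without the division by length. The sum over His2A genes was made without TMM scaling. The headers and labels do not state the quantification tool, its version, the transcript index or the annotation release, and replicates were not pooled. The effective lengths therefore enter every result built on TPM: LS2 levels, isoform shares, limma on shares, response scores and limma on log2(TPM + 1). They were also used to describe the libraries and to scale counts in 1 alternative. The edgeR tests on counts do not use them directly. Whether the effective lengths entered the estimated counts themselves is not stated and was not tested.

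Transcripts were matched by identifier to the BDGP6 gene annotation of Ensembl release 115. A gene was found for 30242 of them (98.8%), belonging to 13989 genes, and 30055 of those (99.4%) had the same length in the annotation as in the files. The 352 transcripts with no match were left out of the gene analyses. All coordinates below are from that annotation and count from 1. No genome sequence was used here, so GC content was not examined.

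Expression was tested per gene on summed estimated counts rounded to whole numbers, with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM factors of 0.958 to 1.05, filterByExpr with a count minimum of 10, 1 mean per group, 21 libraries in 1 fit with 14 residual degrees of freedom). After filtering, 8750 genes were tested. An SE beside a log2 fold change is the size of that change divided by the square root of edgeR's F. It is not a fitted standard error and can be too small where a group has few counts. Isoform usage was tested with edgeR's diffSpliceDGE on 18791 rounded transcript counts that passed the same filter, as a gene-level F test in the 4514 genes with more than 1 such transcript (14636 transcripts). An isoform's share is its part of the summed TPM of the tested transcripts of its gene. P-values were adjusted by Benjamini and Hochberg's method over the genes of each comparison, with a threshold of 0.05. The LS2 level was compared on log2(TPM + 1), pseudocount 1, by exact two-sided permutation tests. With 3 libraries against 3, the smallest p such a test can give is 0.1.

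The share of the wild-type isoform response kept by a mutant was computed in 3 folds. In each fold, genes were chosen at an adjusted p under 0.05 between WT and GFP, from a fit without replicate k of WT and GFP. Each isoform was weighted by its WT minus GFP difference in share over the other replicates. The score is the weighted sum of mutant minus GFP differences in replicate k, divided by the same sum for WT. A score of 1 equals WT and 0 equals GFP. The folds used 488, 642 and 640 genes. The folds share libraries, so their SD understates the error. The mutant and WT differences in a fold use the same GFP library, so a deviation of that library enters both.

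The edgeR expression test, the isoform F and Simes tests, limma on shares and the response score were checked on simulated counts. These used each gene's or transcript's mean over all 21 libraries and the libraries' own sizes. With 200 genes changed 2-fold, the expression test recovered 89% of them among 8588 genes, 4.81% of its 187 calls were false, and it made 0 calls between unchanged groups. For isoform usage, 1 of the 2 isoforms with the most counts was changed in each of 200 genes, by more than 2-fold. There the isoform F test recovered 36.9% of the changed genes among 4358, and 36.0% of its 114 calls were false. It made 3 calls between unchanged groups. For that reason a test chosen after the data were examined is given beside the isoform counts and the named genes: limma 3.58.1 on log2((share + 0.01) / (1 − share + 0.01)) with a Simes p per gene. On the simulated data that test recovered 36.4% of the changed genes among 4288, and 4.05% of its 74 calls were false. The overlaps between gene lists, the response scores and the comparison of isoform events rest on the F test's calls alone. The DESeq2 test, limma on log2(TPM + 1) and the block fits were not simulated. The simulated response scores were 58.1% ± 19.4 for a true 49.9% (RRM2) and −7.77% ± 16.4 for a true 0 (d38).

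The main tests, groups and most alternatives were chosen before the data were examined. Those alternatives were size factors from DESeq2 1.42.0, no filter on low counts, DESeq2's Wald test, limma on log2(TPM + 1), a Simes test for isoforms, a fit of the 2 compared groups only, a replicate block, thresholds on effect size, and leaving out each replicate. Chosen after the data were examined were limma on isoform shares, with and without the block, counts scaled by effective length, a fit over the 12 libraries of 1 library set (described in the report), and edgeR with each library's trend in gene length removed. The replicate numbers come from the labels, which do not say whether same-numbered libraries were prepared together. Deviations from the group mean of same-numbered libraries had a mean correlation of 0.0040 for expression and −0.0042 for isoform shares over the 11 comparisons.

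The rule for named genes was fixed before the data were examined. LS2, U2af50, U2af38 and SF1 are named in all comparisons. For isoform usage it takes the 6 genes with the largest share change among those past the threshold in WT against GFP whose replicate shares do not overlap, and 1 such gene in each other comparison. For expression, with LS2 left out, it takes the 3 highest and 3 lowest log2 fold changes in WT against GFP with non-overlapping replicates, and the largest in size in each other comparison. Because the isoform rule selected genes with few counts, 6 further genes were taken after the values were seen, by the same rule among genes with at least 500 estimated counts in every library. Estimated counts come from PCR-amplified fragments, so precision judged from counts covers counting error only. Python 3.11.15 and scipy 1.17.1 were used for permutation and exact tests.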

Results

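LS2 is a fly splicing factor related to U2AF, the protein pair (U2af50 and U2af38) that recognises the 3′ end of introns. The series examined how mutations in LS2 affect its regulation of alternative splicing. Polyadenylated RNA was sequenced from S2 cells induced to express wild-type LS2 (WT), 1 of 5 altered forms of LS2, or GFP in place of LS2. The altered forms carry K192E and R194E (Beta5), W62A, D63A and I64A (d38), F285D and F287D (RRM2), or E370K and D371K (the SF1 mutant). In GSlinker, the stretch from H197 to P233 is replaced by glycine-serine repeats. Each of the 7 groups has 3 libraries. With 1 line per construct, a difference between cell lines cannot be told apart from an effect of the construct in any comparison below. Totals of estimated counts ran from 17667236 (GSlinker replicate 1) to 38553848 (SF1 mutant replicate 1). The GFP libraries held 27490196, 33896072 and 26950011 and the WT libraries 34670761, 28961081 and 32872514.

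LS2 itself (FBgn0034834, chromosome 2R, 23210130 to 23211539, minus strand) was measured first, since the constructs carry it. Its level was 2.30 ± 1.44 TPM in GFP (SD, n = 3), from 46 to 122 estimated counts. It was 6280 ± 329 TPM in WT (SD, n = 3), 7420 ± 901 in Beta5, 6199 ± 276 in d38, 6775 ± 745 in GSlinker, 7724 ± 434 in RRM2 and 5576 ± 398 in the SF1 mutant. On the log2(TPM + 1) scale the difference from GFP was 10.97 for WT, 11.21 for Beta5, 10.96 for d38, 11.08 for GSlinker, 11.27 for RRM2 and 10.80 for the SF1 mutant. All 3 libraries of each LS2 group lay above all 3 GFP libraries. Each difference had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 can give. Pairing libraries by replicate number (the block) gives 10.97 for WT again, since in a balanced design it cannot change a mean difference. CPM (counts scaled to library size) in place of TPM moved the WT difference most, to 11.55. That version also adds a prior of 2 counts in place of 1 TPM. TPM with a pseudocount of 0.1 gave 11.51, so a smaller pseudocount alone gave a similar shift. Between the mutants and WT, edgeR's quasi-likelihood test found no difference in LS2 past the threshold. The lowest adjusted p was 0.0859, for the SF1 mutant, at a log2 fold change of −0.35 (SE 0.16). In TPM, all 3 RRM2 libraries (7397 to 8216) lay above all 3 WT libraries (6070 to 6660). All 3 SF1 mutant libraries (5175 to 5971) lay below the WT libraries, and Beta5, d38 and GSlinker overlapped them. Equal LS2 levels are therefore not shown for RRM2 and the SF1 mutant.

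**Figure D1:**
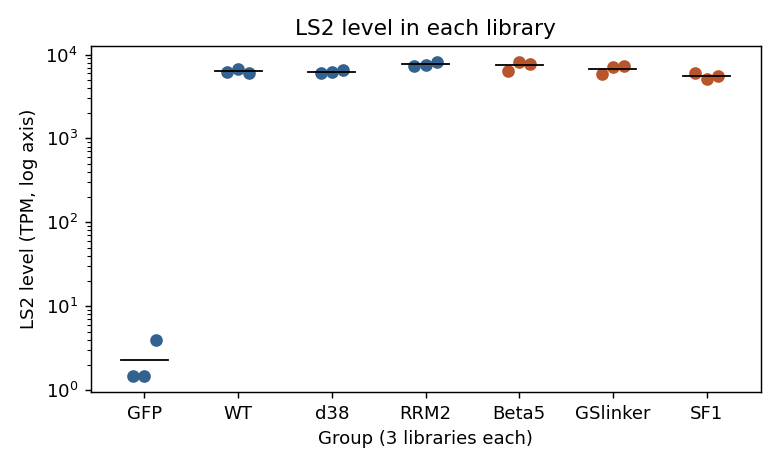
LS2 level in TPM on a log axis for each of the 21 libraries, by group, with a line at the group mean; blue marks the first library set (GFP, WT, d38, RRM2) and orange the second (Beta5, GSlinker, SF1 mutant). GFP averages 2.30 TPM, and the LS2 groups average from 5576 to 7724 TPM.

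The libraries fall into 2 sets that the labels do not mention. For transcripts over 2000 nt, the SD of length minus effective length was 68.4 to 88.6 nt in the 12 libraries of GFP, WT, d38 and RRM2. It was 278 to 379 nt in the 9 libraries of Beta5, GSlinker and the SF1 mutant. Effective length exceeded length in 0.620% to 2.22% of transcripts in the first set and in 15.3% to 28.1% in the second. Every group lies within 1 set, and both references, GFP and WT, lie in the first. In each comparison of Beta5, GSlinker or the SF1 mutant with GFP or WT, the set and the mutation therefore cannot be told apart. The comparisons among GFP, WT, d38 and RRM2 lie within the first set, though each still compares different cell lines.

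**Figure D2:**
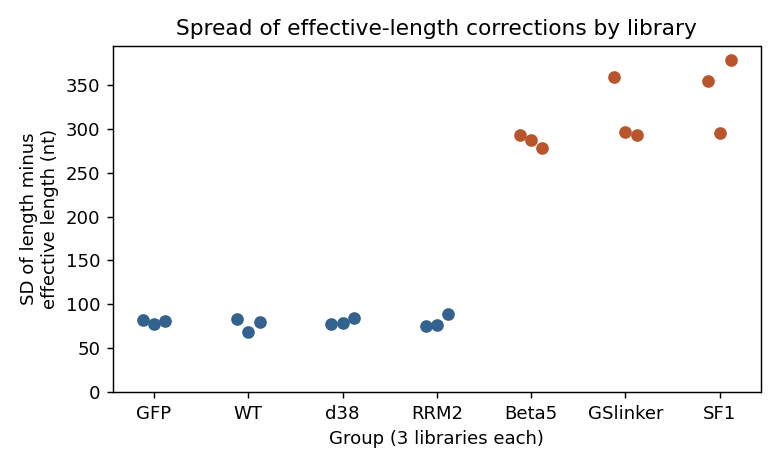
SD of length minus effective length, in nt, over transcripts longer than 2000 nt, for each library by group; blue marks the first library set and orange the second. The first set spans 68.4 to 88.6 nt and the second 278 to 379 nt.

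The first question was which genes change isoform usage when LS2 is expressed. Of 4514 genes tested, 854 (18.9%) changed usage between WT and GFP at an adjusted p under 0.05 by edgeR's F test. With the replicate number as a block the count was 773, of which 742 were among the 854. The correlation of same-numbered deviations was −0.019 in this comparison. By limma on isoform shares the count was 727, and 532 genes were called by both tests. In a fit over the 12 libraries of the first set alone, edgeR called 1122 genes. The alternative that moved the main count of 854 most was the Simes test, at 340 genes. In the called genes, the median of the largest change in share was 0.113.

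The same comparison was made for each mutant. Against GFP, 780 genes changed usage in d38 and 819 in RRM2, both in the first library set. Limma on isoform shares called 556 and 604. In the second set, 1655 genes changed in Beta5, 2049 in GSlinker and 1687 in the SF1 mutant, and limma called 1511, 1927 and 1682. With the replicate block, the edgeR counts were 693 for d38, 725 for RRM2, 1548 for Beta5, 1931 for GSlinker and 1592 for the SF1 mutant. Same-numbered correlations against GFP lay between −0.019 and 0.0243. Of the 854 genes called in WT, 426 were also called in d38, 501 in RRM2, 562 in Beta5, 628 in GSlinker and 615 in the SF1 mutant, where independent lists would share 148, 155, 313, 388 and 319. Both lists use the same 3 GFP libraries, so some excess over those numbers is built in. All 6 forms of LS2 shared 263 called genes.

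Against WT, the comparison asks what differs between the line with each mutant and the WT line. Usage changed in 458 genes in d38 (370 with the replicate block) and in 167 in RRM2 (120 with the block). Limma on isoform shares called 333 and 77 genes. In a fit over the 12 libraries of the first set alone, edgeR called 724 genes in d38 and 351 in RRM2. In the second set 1432 genes changed in Beta5, 1725 in GSlinker and 1228 in the SF1 mutant, with 1314, 1612 and 1105 under the block and 1272, 1568 and 1085 by limma. Same-numbered correlations against WT lay between −0.0262 and 0.0141.

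**Figure D3:**
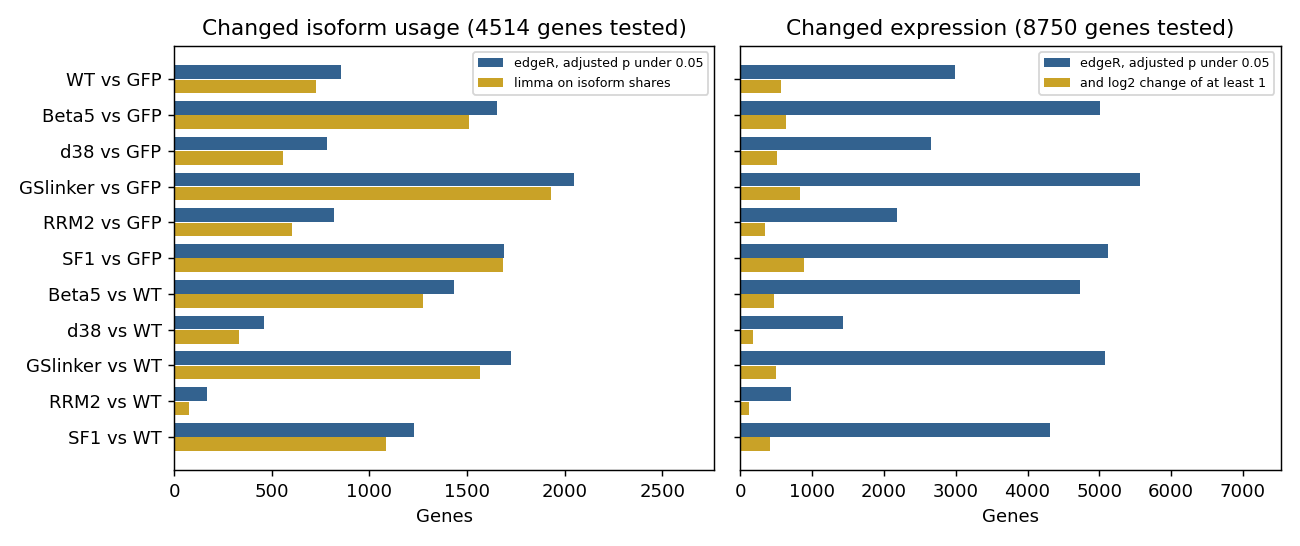
Number of genes past the threshold in each of the 11 comparisons, for isoform usage (left, edgeR's F test in blue and limma on isoform shares in yellow) and expression (right, edgeR in blue and the part with a log2 change of at least 1 in yellow); the 2 horizontal axes have different ranges. Against WT, the counts for Beta5, GSlinker and the SF1 mutant exceed those for d38 and RRM2 in both panels.

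The rule fixed in advance named genes with few reads. IM33 (FBgn0031561, chromosome 2L, 3696218 to 3696658, minus strand) used its isoform IM33-RA for 100% ± 0 of its TPM in GFP and 0% ± 0 in WT (SD, n = 3 each), with the rest in IM33-RB. The edgeR adjusted p was 6.94e-05 and limma's was 3.84e-05. The gene rested on 1 to 233 estimated counts per library, and its TPM rose from 0.722 ± 0.448 in GFP to 34.2 ± 3.73 in WT. The isoforms have the same coding sequence and differ at the low-coordinate end. The other 5 genes were CG14142, slbo, unc79, CG33978 and CG13250. Their changed isoform moved by −100, −95.1, 91.6, −81.6 and −79.9 percentage points, on at most 122 counts per library. Their edgeR adjusted p-values ran from 0.00319 to 0.0485. Limma's passed the threshold for CG14142 and CG13250 and not for slbo, unc79 and CG33978. The named isoforms of the remaining comparisons were CG4991-RA (Beta5 against GFP), CG1394-RA (d38, RRM2 and the SF1 mutant against GFP), CG17167-RE (GSlinker against GFP), SP1173-RB (Beta5 against WT), Mp-RU (d38 and the SF1 mutant against WT), IM33-RA (GSlinker against WT) and CG14142-RD (RRM2 against WT). SP1173-RB fell by 96.2 points and each of the others moved by 100. Apart from IM33, they rested on at most 36 counts per library, and limma did not test or did not call CG4991, SP1173, Mp and CG14142.

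Genes with at least 500 counts in every library were therefore examined too, a choice made after the values were seen. The largest change was in DIP1 (FBgn0024807, chromosome X, 21624796 to 21630148, minus strand). DIP1-RD rose from 9.46% ± 1.47 of the gene's TPM in GFP to 54.8% ± 2.97 in WT (SD, n = 3 each), with an adjusted p of 2.52e-06 by edgeR and 8.75e-08 by limma. It reached 20.4% ± 4.09 in d38, 47.6% ± 3.36 in RRM2, 37.0% ± 2.61 in Beta5, 60.1% ± 1.38 in GSlinker and 47.5% ± 6.27 in the SF1 mutant. Within the shared span, DIP1-RD has 1 intron (21628755 to 21629973) that the falling isoform DIP1-RG lacks, and DIP1-RG has 2 others. In DIP2 (FBgn0024806, chromosome 3L, 250229 to 257954, minus strand), DIP2-RA rose from 30.0% ± 2.34 to 65.7% ± 1.91 as DIP2-RC fell from 50.5% ± 2.42 to 23.2% ± 1.26 (adjusted p 3.88e-08 by edgeR and 8.19e-05 by limma). Their introns, 252996 to 253313 and 252945 to 253313, lie within the coding span, share the 5′ splice site and differ at the 3′ splice site. DIP2-RA uses the nearer one. In l(2)k05819 (FBgn0022153, chromosome 2L, 4394196 to 4400487, plus strand), l(2)k05819-RC fell from 59.8% ± 2.66 to 22.0% ± 5.41 (adjusted p 4.77e-13 by edgeR and 4.92e-06 by limma). It differs from the rising isoform at the 5′ splice site of an intron in the coding span (4396128 to 4396809 against 4396173 to 4396809). The share of siz-RB (chromosome 3L, 21034535 to 21075444) fell from 97.2% ± 2.28 to 59.5% ± 4.60. HINT1-RC (gene on chromosome 2L, 2770135 to 2770904) rose from 13.4% ± 11.5 to 51.7% ± 5.30, and eIF2Bdelta-RC (gene on chromosome 2R, 23386521 to 23389052) from 17.1% ± 2.84 to 54.5% ± 4.35. The HINT1 and eIF2Bdelta isoform pairs differ at their starts and in no intron of their shared span. Limma's adjusted p for these 3 genes was at most 0.00173.

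**Figure D4:**
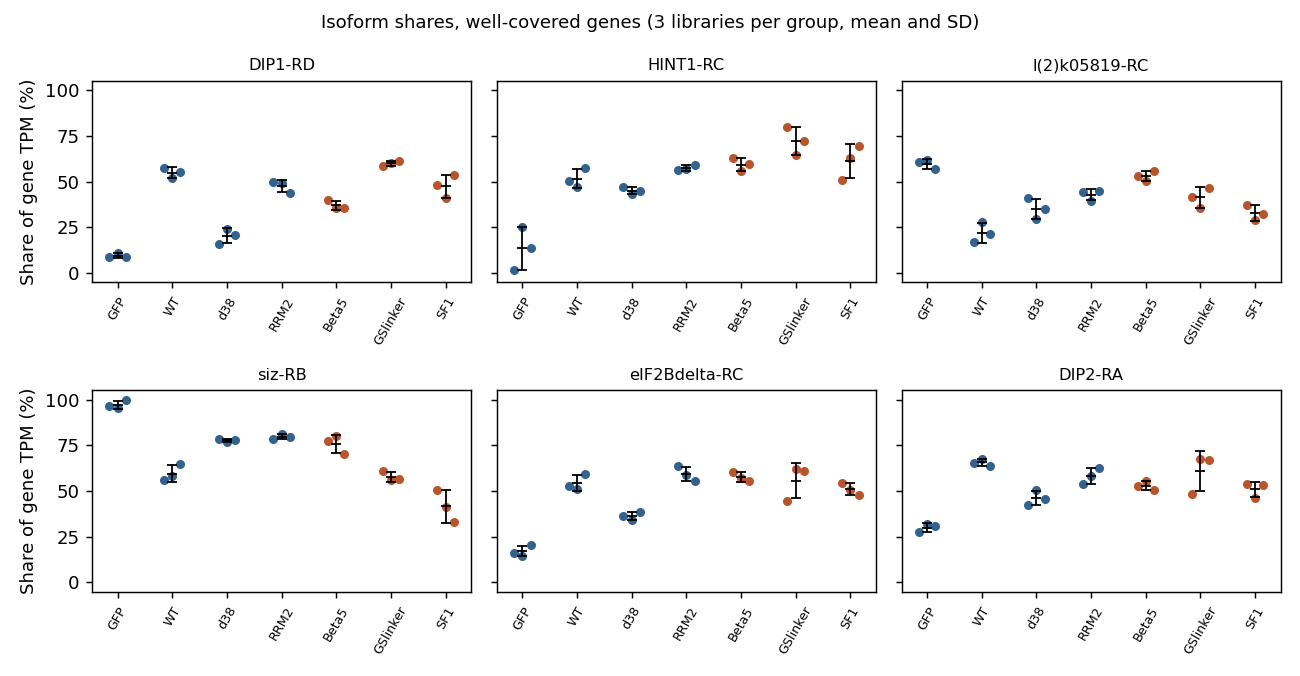
Share of the gene's TPM, in percent, taken by 6 isoforms in each library by group, with mean and SD over 3 libraries; blue marks the first library set and orange the second. In the first set, DIP1-RD averages 9.46% in GFP, 54.8% in WT, 20.4% in d38 and 47.6% in RRM2.

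The U2AF subunits and the gene SF1, another splicing factor of intron recognition, were examined whatever their values. U2af50 (FBgn0005411, chromosome X, 16356696 to 16359039, minus strand) fell from 81.9 ± 1.51 TPM in GFP to 65.1 ± 1.62 in WT (SD, n = 3 each; log2 fold change −0.27, SE 0.06, edgeR adjusted p 0.00128). Its expression by edgeR did not differ between d38, at 87.2 ± 2.87 TPM, and GFP (adjusted p 0.881) and was higher in d38 than in WT (0.25, SE 0.06, adjusted p 0.00498). It was lower than in GFP in RRM2, Beta5, GSlinker and the SF1 mutant, by −0.42, −0.65, −0.52 and −0.47. It was lower than in WT in Beta5, GSlinker and the SF1 mutant, by −0.38, −0.25 and −0.20, and did not differ in RRM2 (adjusted p 0.132). These differences from WT depended on the fit. With the length trend removed, edgeR did not call GSlinker (adjusted p 0.0504) or the SF1 mutant (0.350). Limma on log2(TPM + 1) did not call GSlinker (0.200) or the SF1 mutant, where the sign changed (0.021, adjusted p 0.746). The edgeR fit of 2 groups did not call the SF1 mutant (0.136). Within the first library set edgeR called RRM2 (0.0261). The isoform U2af50-RB made up 61.7% ± 5.70 of the gene's TPM in GFP, 47.6% ± 6.72 in WT, 39.1% ± 3.70 in d38 and 32.5% ± 3.97 in RRM2, and 16.9% to 23.7% in the second library set. Isoform usage of U2af50 differed from GFP in all 5 mutants (edgeR adjusted p at most 0.00398) and not past the threshold in WT (0.0812). It differed from WT in Beta5, GSlinker and the SF1 mutant, and not in d38 (0.594) or RRM2 (0.107). Limma on isoform shares made the same calls in all 11 comparisons. In the edgeR fit over the first library set, WT against GFP (0.0240) and RRM2 against WT (0.0166) passed. In the fit of 2 groups the SF1 mutant against WT did not (0.0797).

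U2af38 (FBgn0017457, chromosome 2L, 292959 to 294681, minus strand) did not differ in expression in any comparison among GFP, WT, d38 and RRM2 made here (lowest edgeR adjusted p 0.540). In the second set it was higher than in GFP by 0.23 in Beta5, 0.34 in GSlinker and 0.17 in the SF1 mutant, and higher than in WT by 0.21, 0.32 and 0.15. In the edgeR fit of 2 groups the SF1 mutant differed from neither (adjusted p 0.0568 and 0.211). Without the filter on low counts, edgeR did not call the SF1 mutant against WT either (0.103). The isoform usage of U2af38 changed in Beta5 and GSlinker against both references and in no other comparison, by edgeR and by limma. The gene SF1 (FBgn0025571, chromosome 3R, 17540421 to 17545148, plus strand) rose from 48.0 ± 0.896 TPM in GFP to 62.7 ± 3.56 in WT (log2 fold change 0.43, SE 0.05, edgeR adjusted p 1.36e-06). In d38, at 55.2 ± 1.88 TPM, edgeR on TMM-scaled counts found no rise over GFP (0.05, adjusted p 0.469), whereas limma on log2(TPM + 1) found 0.20 (adjusted p 0.00978). By edgeR it was lower in d38 than in WT (−0.38, SE 0.05, adjusted p 3.45e-05). Against GFP it was higher in RRM2, Beta5, GSlinker and the SF1 mutant, by 0.48, 0.35, 0.40 and 0.42. Against WT edgeR found no difference in those 4 (lowest adjusted p 0.191). On counts scaled by effective length, edgeR called it lower in Beta5 (−0.12, adjusted p 0.0413). On log2(TPM + 1), limma called it higher in GSlinker (0.17, adjusted p 0.0130) and the SF1 mutant (0.22, adjusted p 0.00217). Its isoform usage differed from GFP in WT, RRM2, Beta5, GSlinker and the SF1 mutant, and from WT in the SF1 mutant. The call in RRM2 was at the threshold (edgeR adjusted p 0.0499) and was lost with the replicate block (0.0549), without the filter (0.0691) and whichever replicate was left out. The call in WT (0.0273) was lost in 5 of 6 such fits. In the edgeR fit of 2 groups the call of the SF1 mutant against WT was lost (0.0675), and Beta5 against WT passed (0.00408). With the block GSlinker against WT passed (0.0314). In d38 it passed the threshold against neither GFP nor WT (edgeR adjusted p 0.583 and 0.186). It passed against both in the edgeR fit over the first library set (0.00636 and 1.67e-05) and in the fit of 2 groups (0.0187 and 0.00112). Limma on isoform shares gave 0.438 and 0.0221 for d38. It called WT and RRM2 against GFP (0.00234 and 0.0171), and it also called Beta5 and GSlinker against WT (0.0155 and 0.00690).

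How much of the wild-type isoform response each mutant kept was measured by projecting its share changes on those of WT. The score was 0.666 ± 0.089 in d38 and 0.992 ± 0.024 in RRM2 (SD over n = 3 folds). In the second library set it was 0.819 ± 0.173 in Beta5, 0.908 ± 0.041 in GSlinker and 1.06 ± 0.051 in the SF1 mutant. All 3 folds of d38 lay below all 3 of RRM2, GSlinker and the SF1 mutant. With genes chosen at an adjusted p under 0.01 by edgeR, d38 (0.680, folds from 0.626 to 0.771) overlapped GSlinker (0.606 to 0.849) and lay above Beta5 on average (0.655). It lay below RRM2 (0.771 to 0.930) in each of the 3 matched folds. The exact two-sided permutation p for d38 against RRM2 was 0.1, the smallest possible. The values of Beta5 and d38 overlapped (exact permutation p 0.3), though Beta5 lay above d38 in each of the 3 folds (0.630 against 0.576, 0.857 against 0.670, 0.970 against 0.753). These tests treat the folds as independent and ignore that they are matched between mutants, and 10 pairs of mutants were compared. Each fold already pairs libraries by replicate number, so a block adds nothing to this score. Without cross-fitting, the genes, the weights and the WT value come from the same libraries. This fixes WT at 1 by construction and can lower the scores of the mutants. The scores were then 0.628 for d38 and 0.720 for RRM2. The alternative that moved both most was gene expression in place of isoform shares, where d38 scored 0.789 ± 0.0065 and RRM2 0.706 ± 0.015, the reverse of their order on isoform shares. The other scores on expression were 0.626 in Beta5, 0.781 in GSlinker and 0.985 in the SF1 mutant.

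**Figure D5:**
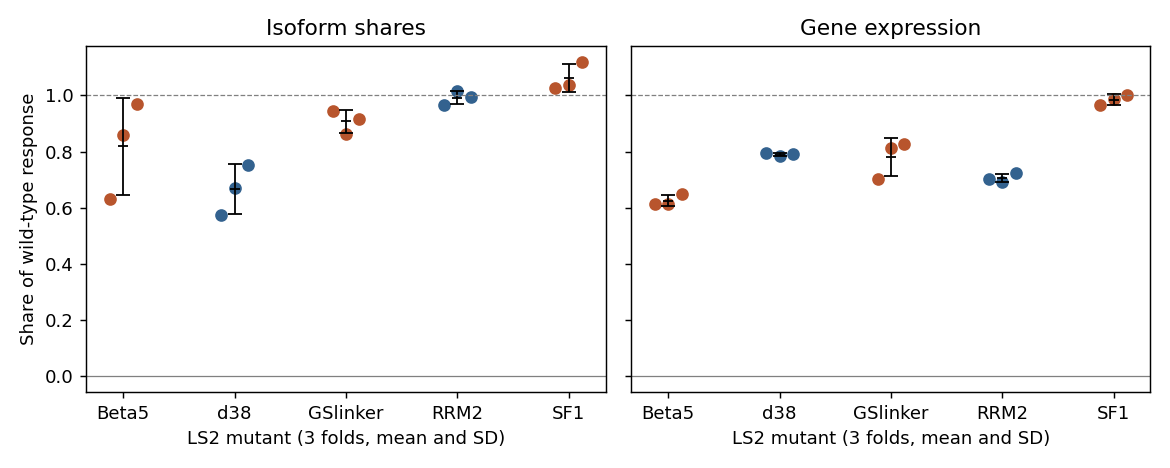
Share of the wild-type response kept by each LS2 mutant in 3 folds, with mean and SD, for isoform shares (left) and gene expression (right); 1 equals WT, 0 equals GFP, blue marks the first library set and orange the second. On isoform shares d38 averages 0.666 and RRM2 0.992, and on expression 0.789 and 0.706.

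Gene expression was compared the same way, over 8750 genes. Between WT and GFP, 2992 genes (34.2%) passed an adjusted p of 0.05 by edgeR, 1492 higher in WT and 1500 lower. The count was 2901 with the replicate block (same-numbered correlation 0.0166), of which 2872 were among the 2992. The edgeR fit over the first library set gave 3889 genes. The alternative that moved the main count of 2992 most was a log2 change of at least 1, met by 565 genes. Against GFP, 2654 genes changed in d38 (1323 higher, 1331 lower, 2577 with the block) and 2183 in RRM2 (1073 higher, 1110 lower, 2083 with the block). In the second set the counts were 5010 in Beta5 (2446 higher, 2564 lower, 4930 with the block), 5572 in GSlinker (2725 higher, 2847 lower, 5502 with the block) and 5118 in the SF1 mutant (2486 higher, 2632 lower, 5069 with the block). Same-numbered correlations against GFP lay between 0.0165 and 0.0876. Of the 2992 genes called in WT, 1753 were also called in d38 and 1725 in RRM2, where independent lists would share 908 and 746, and 1725 and 1719 of these changed in the same direction as in WT. In the second set 1955 were shared in Beta5, 2122 in GSlinker and 2156 in the SF1 mutant, where independent lists would share 1713, 1905 and 1750. Of these, 1744, 1874 and 2043 changed in the same direction. The lists share the GFP libraries here too.

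Against WT, 1428 genes changed expression in d38 (671 higher, 757 lower, 1360 with the replicate block) and 710 in RRM2 (357 higher, 353 lower, 671 with the block). The counts in the second set were 4725 in Beta5 (2182 higher, 2543 lower, 4667 with the block), 5085 in GSlinker (2394 higher, 2691 lower, 5040 with the block) and 4308 in the SF1 mutant (2068 higher, 2240 lower, 4221 with the block). Same-numbered correlations against WT lay between −0.0996 and 0.0886.

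The balance of higher and lower calls depended on the scale. On log2(TPM + 1) with limma, the part of called genes that was higher, against the same part by edgeR on counts, was 89.4% against 47.0% for d38 against WT, 77.7% against 50.3% for RRM2 against WT, 82.4% against 49.8% for d38 against GFP and 70.0% against 49.2% for RRM2 against GFP. In the second set against WT it was 68.5% against 46.2% in Beta5, 72.5% against 47.1% in GSlinker and 84.3% against 48.0% in the SF1 mutant. Against GFP it was 63.8% against 48.8% in Beta5, 67.0% against 48.9% in GSlinker and 73.6% against 48.6% in the SF1 mutant. WT against GFP moved the other way, to 44.0% against 49.9%. The largest shift of the median log2 change of all genes between these scales was 0.20, for the SF1 mutant against WT. Directions by edgeR are relative to the TMM scaling.

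Log2 changes also ran with gene length across the 8750 genes, which are not independent replicates. Spearman's rho with the length of the longest transcript was −0.0997 for WT against GFP, 0.279 for d38 against WT, 0.232 for RRM2 against WT, and 0.403, 0.401 and 0.451 for Beta5, GSlinker and the SF1 mutant against WT. Against GFP it was weaker in each mutant: 0.110 in d38, 0.0436 in RRM2, 0.310 in Beta5, 0.294 in GSlinker and 0.295 in the SF1 mutant. With each library's length trend removed, edgeR called 3331 genes in WT against GFP, 1567 in d38 against WT and 869 in RRM2 against WT, and 4280, 4782 and 3513 in the other 3 mutants.

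Apart from LS2, which the constructs carry, the genes with the highest log2 fold changes in WT against GFP among those with non-overlapping replicates were CG8369, Cyp6d2 and DptA. CG8369 (FBgn0040532, chromosome 3R, 8822008 to 8822838, plus strand) had 0 estimated counts in all GFP libraries, where the floor is 3 counts, and 8.72 ± 0.316 CPM in WT (SD, n = 3), at least 77.4-fold higher. Cyp6d2 (FBgn0034756, chromosome 2R, 22652573 to 22654530, minus strand) rose from 0.152 ± 0.038 to 47.5 ± 1.93 CPM (log2 fold change 8.24, edgeR adjusted p 7.12e-20), and it overlaps nsr. Its GFP level rested on 2.63 to 5 estimated counts per library. DptA (FBgn0004240, chromosome 2R, 18865765 to 18866260, plus strand) rose from 0.851 ± 0.106 to 257 ± 15.1 CPM (log2 fold change 8.22, edgeR adjusted p 1.37e-19). Its GFP level rested on 19 to 30 estimated counts per library. DptA stood at 238 ± 8.81 CPM in d38 and 110 ± 3.36 in RRM2, and at 40.1 ± 1.98 in Beta5, 166 ± 29.3 in GSlinker and 220 ± 21.8 in the SF1 mutant. The lowest by the same rule were CG9289 (FBgn0032058, chromosome 2L, 8681325 to 8684376), PPO1 and CG13385 (FBgn0032039, chromosome 2L, 8396649 to 8397886). CG9289 and CG13385 were at or under 3 counts in WT, at least 7.65-fold and 5.21-fold lower than in GFP. PPO1 (FBgn0283437, chromosome 2R, 17887220 to 17889973, minus strand, overlapping Elk) fell from 64.9 ± 3.86 to 3.21 ± 0.456 CPM (−4.33, SE 0.11, edgeR adjusted p 4.34e-17).

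In the other comparisons the largest changes by that rule, again apart from LS2, were CG8369 in d38 and the SF1 mutant against GFP (at least 42.5-fold and 19.4-fold higher), and stum in RRM2. Against WT they were Tsp42Eb in d38 (at least 17.0-fold higher, overlapping Tsp42Ea) and inaC in the SF1 mutant (at least 5.96-fold lower). The gene stum (FBgn0050263, chromosome 2R, 21674901 to 21685000, plus strand) had 131 ± 7.17 CPM in RRM2 (SD, n = 3) and at most 3 estimated counts in each GFP and WT library, at least 1163-fold and 1249-fold higher. In the other 4 mutants it had at most 10 counts per library. In Beta5 and GSlinker, against both GFP and WT, the largest change other than LS2 was a fall of the histone gene His2A:CG33808 (FBgn0053808, chromosome 2L, 21433862 to 21434337). It had 69.2 ± 1.05 CPM in GFP, 43.6 ± 3.76 in WT, 0.080 ± 0.138 in Beta5 and 0 in GSlinker, at least 401-fold lower there than in GFP and 253-fold lower than in WT. In the SF1 mutant it had 3.80 ± 5.54. It is 1 of 20 His2A genes, and their sum was 45.2 ± 3.64 CPM in WT and 51.5 ± 3.15 in GSlinker.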

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

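The test of mitochondrial RNA below was chosen only after its result was seen; the test of effective lengths was chosen before.

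The effective lengths, which no comparison uses as a measurement of its own, separate the libraries. The lowest SD of length minus effective length in the 9 libraries of Beta5, GSlinker and the SF1 mutant was 278 nt, above the 78.2 to 81.8 nt of the GFP controls. If this came from the library preparation or sequencing run, libraries of different groups in the second set should share the same deviation transcript by transcript. The mean correlation of log2(effective length / length) between libraries of different groups in that set was 0.951 over 16283 transcripts, against 0.499 between the sets and 0.955 within groups of the second set. This is consistent with a shared technical difference, such as a different preparation, run or setting of the quantification, which the labels do not describe. The groups give no biological explanation that was tested, and 3 mutants with different mutations sharing 1 pattern of effective lengths cannot be separated from a batch.

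Transcripts that matched no gene, which no comparison uses, took 2.36% of the counts in SF1 mutant replicate 2, above the 0.905% to 1.10% in GFP, and at least 1.17% in the other libraries with LS2. A candidate explanation is a higher content of mitochondrial RNA. Genes with mitochondrial names took 2.51% of the counts in that library, the highest of the 21, against 1.18% to 1.41% in GFP. Mitochondrial content therefore remains as an explanation for this library. Whether it reflects cell state or RNA preparation was not tested. Replicates 1 and 3 of the SF1 mutant, in the same library set, had 1.41% and 1.59%.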

How the results depend on the processing

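All 6 LS2 differences kept their direction under every alternative, from 10.63 to 11.61 on the log2 scale across the fits that each left out one replicate. The replicate block cannot change these means. Counts below are genes at an adjusted p under 0.05, and apart from the simulations named below, the cause was not tested.

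For isoform usage, the Simes test gave 340 (WT), 879 (Beta5), 292 (d38), 1155 (GSlinker), 305 (RRM2) and 890 (SF1 mutant) against GFP, and 782 (Beta5), 176 (d38), 922 (GSlinker), 79 (RRM2) and 581 (SF1 mutant) against WT. On simulated counts the Simes test recovered 6.06% of changed genes against 36.9% for the F test, and 68.4% of its calls were false against 36.0%, so lower power is one candidate for its lower counts. Requiring a share change of at least 0.1 gave 480 (WT), 1083 (Beta5), 418 (d38) and 456 (RRM2) against GFP, and 919 (Beta5), 219 (d38), 1141 (GSlinker), 76 (RRM2) and 771 (SF1 mutant) against WT. A fit of the 2 groups alone gave 284 for RRM2 and 741 for the SF1 mutant against WT, and on simulated counts made 23 calls between unchanged groups, against 3 for the main F test. Of the alternatives chosen after seeing the data, the fit over the first library set gave 724 for d38 and 351 for RRM2 against WT. Limma on isoform shares gave 77 for RRM2 against WT, and 76 within the first set. Limma with the replicate block gave 492 (d38) and 494 (RRM2) against GFP, and 292 (d38) and 67 (RRM2) against WT. Leaving out one replicate at a time gave 475 to 710 (d38) and 517 to 744 (RRM2) against GFP, and 268 to 397 (d38) and 84 to 165 (RRM2) against WT.

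For expression, a log2 change of at least 1 left 565 (WT), 644 (Beta5), 511 (d38), 835 (GSlinker), 344 (RRM2) and 887 (SF1 mutant) against GFP, and 476 (Beta5), 179 (d38), 502 (GSlinker), 116 (RRM2) and 414 (SF1 mutant) against WT. A fit of the 2 groups alone gave 4032 for d38 and 3359 for RRM2 against GFP, and 2165 for the SF1 mutant against WT. The fit over the first library set, chosen after seeing the data, gave 2338 for d38 and 1352 for RRM2 against WT. Limma on log2(TPM + 1) gave 2833 for d38 against WT. Leaving out one replicate gave 1447 to 1815 for RRM2 against GFP, and 874 to 1236 (d38) and 443 to 554 (RRM2) against WT. The replicate block, DESeq2's size factors and Wald test, the missing filter, counts scaled by effective length and the removed length trend left each expression count within 1.5 times. The genes called were not all the same. With the length trend removed, edgeR kept 1250 of 1428 calls against WT in d38 and 664 of 710 in RRM2. In the second set it kept 2630 of 4308 in the SF1 mutant, 3351 of 4725 in Beta5 and 3807 of 5085 in GSlinker.

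The response scores at an adjusted p under 0.01 were 0.655 in Beta5, 0.680 in d38, 0.746 in GSlinker, 0.829 in RRM2 and 0.90 in the SF1 mutant. Without cross-fitting, where WT is fixed at 1 by construction, they were 0.643 in Beta5, 0.628 in d38, 0.699 in GSlinker, 0.720 in RRM2 and 0.783 in the SF1 mutant. On gene expression they were 0.626 in Beta5, 0.789 in d38, 0.781 in GSlinker, 0.706 in RRM2 and 0.985 in the SF1 mutant. In the simulation the SD over folds was 19.4 percentage points for RRM2 and 16.4 for d38, which limits what differences in these scores can show.

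Among named genes, 1198 values kept direction and call, 71 lost the threshold, 14 gained it and 32 changed sign. Under limma on log2(TPM + 1), U2af50 changed sign in d38 against GFP (0.088) and the SF1 mutant against WT (0.021), U2af38 in d38 against GFP (0.149) and WT (0.148), and the gene SF1 against WT in Beta5 (0.063), GSlinker (0.169, adjusted p 0.0130) and the SF1 mutant (0.222, adjusted p 0.00217). By limma on that scale the median log2 change of all genes was also higher. It was 0.120 in d38 against GFP, and against WT 0.0889 in Beta5, 0.143 in d38, 0.129 in GSlinker and 0.181 in the SF1 mutant. By edgeR it lay between −0.037 and −0.0030 in these comparisons. These sign changes cannot be told apart from that shift of all genes. With the length trend removed, d38 against GFP gave 0.018 for U2af50 and 0.023 for U2af38, and d38 against WT 0.0029 for U2af38. U2af38 in d38 against GFP was 0.0051 in the fit of 2 groups and 0.00059 within the first library set. The gene SF1 in the SF1 mutant against WT was 0.0103 by the Wald test and 0.0090 with DESeq2's size factors. Leaving out one replicate, U2af50 ran from −0.052 to 0.017 in d38 against GFP. U2af38 ran from −0.038 to 0.047 in WT and −0.039 to 0.018 in d38 against GFP, and from −0.046 to 0.022 in d38 against WT. The gene SF1 against WT ran from −0.058 to 0.0034 in GSlinker and −0.060 to 0.029 in the SF1 mutant. Usage of U2af38-RA ran from −0.067 to 0.042 in the SF1 mutant against GFP, and against WT from −0.018 to 0.037 in d38 and −0.027 to 0.028 in RRM2. Calls lost when a replicate was left out include slbo, CG33978, CG13250, SP1173, CG14142 in RRM2 against WT, Tsp42Eb, usage of the gene SF1 in WT and RRM2 against GFP, and expression of U2af50 and U2af38 in the SF1 mutant against WT. By DESeq2's Wald test the falls of His2A:CG33808 and the rise of Tsp42Eb were not past the threshold.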

Other observations

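The tests of other splits of the libraries, of the library sets, library size, effective-length scaling and a mislabelled sample were chosen only after the result was seen. The tests of correlation with gene length, histone copies, the region around stum and the isoform events were chosen before. The removal of each library's length trend was chosen after.

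Each comparison was set against other splits of its 6 libraries. Of the 10 splits, 4 part all 3 same-numbered pairs as the real split does, and the rest part fewer. For isoform usage and for expression, in all 11 comparisons, 1 of the 4 splits, the real one, gave as many genes, and 1 of all 10. With 4 such splits the share cannot fall below 0.25, so the share alone cannot exclude an accidental grouping. The sizes of the counts argue against it. For expression, outside the SF1 mutant against WT, no other split gave more than 1 gene, against 710 to 5572 for the real splits. After centring each gene, each of the 21 libraries was also nearest to its own group. The highest count of another split was 232 genes for isoform usage and 1126 for expression, both in the SF1 mutant against WT.

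More genes changed against WT in Beta5, GSlinker and the SF1 mutant than in d38 and RRM2. A difference between the library sets is a candidate explanation. Over all 21 pairs of groups, the 12 pairs across sets had a mean of 4595 genes with changed expression and 1372 with changed isoform usage, against 1873 and 514 in the 9 pairs within a set. Among the 35 ways to assign 3 of the 7 groups to a set, none but the real one gave so large a difference, a share of 0.0286 for expression and 0.0286 for isoform usage, the smallest that 35 assignments can give. Library size does not account for it. With all libraries thinned to 1 total, the lowest of the 3 expression counts was 3.26 times the highest of d38 and RRM2, against 3.02 as reported. With counts scaled by effective length the ratio was 3.30. The mean log2 change of the 3 mutants ran with gene length (Spearman 0.457 over 8750 genes), and with each library's length trend removed the ratio was 2.24. A length trend may therefore contribute but does not explain the whole difference. The higher counts cannot be told apart from the library set, and a stronger effect of these mutations is not shown.

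The fall of His2A:CG33808 in the second library set may reflect how reads were divided between near-identical copies. Summed over the 20 His2A genes, the log2 ratio of GSlinker to WT was 0.189, while the single gene went to 0. The sums were 69.3 CPM in GFP, 45.2 in WT, 40.9 in Beta5, 51.5 in GSlinker and 44.0 in the SF1 mutant. Against GFP they were lower in all 4 of these groups, so the division of reads does not account for all of the fall against GFP. The sums cover polyA-selected RNA only, and why they were lower was not tested. In Beta5 (SD 5.81, n = 3) and the SF1 mutant (SD 7.46) the sum was lower than in WT (SD 3.64) by less than the mutant's own SD. A fall of the sum against WT is therefore not shown.

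In RRM2, stum rose from at most 3 counts per library in WT to between 3420 and 4366. If transcription of the surrounding region were the source, its neighbours should rise too. Of 32 tested genes within 50 kb, 1 rose against WT at an adjusted p under 0.05. Transcription of the whole region is therefore an unlikely source. A change in the cells chosen when this line was made, as opposed to an effect of the mutation, was not tested and cannot be separated from it with 1 line per construct.

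SF1 mutant replicate 1 lay apart from replicates 2 and 3: after centring each gene, its correlation with the mean of the other libraries of its group was 0.515, against 0.679 and 0.672. A mislabelled sample could give this pattern. Its correlation with the nearest other group minus that with its own was −0.445, and each of the 21 libraries was nearest to its own group. Of the other splits of the SF1 mutant and WT libraries, 1 exchanges replicate 1 of the SF1 mutant with replicate 1 of WT. It gave the highest counts of those splits, 1126 genes for expression and 232 for isoform usage. The real split gave more, 4308 and 1228. Without SF1 mutant replicate 1, the expression count against WT was 5042. The libraries therefore show no sign of a full exchange between groups, and a partial one was not tested.

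A hypothesis was that LS2 acts on splice sites within genes more than on transcript ends. Between WT and GFP, the most risen and most fallen isoforms differed in introns of their shared span in 634 of 854 called genes (74.2%, Wilson 95% interval 71.2 to 77.1) and in 2146 of 3572 other genes (60.1%). Fisher's exact test gave p 4.73e-15 (adjusted over 3 tests, 1.42e-14; odds ratio 1.91). Genes with more tested isoforms may be both easier to call and more often different in introns, which was not tested. Where the isoforms differed by a retained intron, the retained form rose in 80 of 130 called genes (exact binomial p 0.0107), and in 250 of 451 other genes (55.4%). The difference between called and other genes had an exact Fisher p of 0.229 (adjusted 0.344), so a difference between called and other genes was not shown. Where a pair shared the 5′ splice site, the distal 3′ splice site rose in 125 of 269 called genes (exact binomial p 0.272), which shows no preferred direction.

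MtnA, a metallothionein gene singled out after its values were seen, was lower in every group with LS2. It had 4150 ± 97.2 CPM in GFP (SD, n = 3), 2892 ± 260 in WT, 2791 ± 247 in RRM2, 2209 ± 65.7 in d38, 2061 ± 60.1 in Beta5, 1876 ± 158 in GSlinker and 1617 ± 117 in the SF1 mutant. No explanation was tested.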
